A study of Homo sapiens with 3 samples. Its data were reported in "Integrated systems analysis reveals a molecular network underlying autism spectrum disorders" (2014).

How the data were processed

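RNA from 3 frozen postmortem brain regions of 1 donor was sequenced, with 1 library per region. The study describes the donor as a control subject without known disease. The regions were Brodmann area 9 of the dorsolateral prefrontal cortex (BA9), Brodmann area 40 of the parietal lobe (BA40) and the amygdala (AMY). Per the labels, ribosomal RNA was depleted from total RNA, the remaining RNA was fragmented and copied with tagged random primers (ScriptSeq Complete Gold), and each library was run as paired ends in its own lane of an Illumina HiSeq instrument. Such libraries keep transcripts without a poly(A) tail, so that short structural RNAs and unspliced RNA can take part of the reads.

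The authors mapped the fragments to human RefSeq transcripts with TopHat2 2.0.8 and computed expression with Cufflinks 2.0.2; the submitters' processing notes name the build hg19. The deposited values are FPKM by the authors, that is, fragments per kilobase of transcript per 1e6 mapped fragments, with each library scaled on its own. Whether strand was used in the counting, and which filter was applied to the deposited table, is not given in the sources used here. The values are not counts, so that the depth behind each value is unknown and no counting interval was computed. An exact 0 from Cufflinks can be a failed estimate, mostly of short RNAs, so a gene at 0 is described as listed at 0 and no fold against it is printed. Through the pseudocount such a gene can still be called higher or lower. FPKM of the main transcripts also depends on how much of a library is taken by a few RNAs, which these values do not show directly. BCYRN1, a short brain-expressed RNA, alone held 36.1% of the FPKM sum in BA9, 24.3% in BA40 and 39.4% in AMY. Together with genes whose symbols have prefixes of short or unnamed transcripts, it held 64.6%, 58.0% and 57.7%. As FPKM is divided by transcript length, such shares overstate the part of the reads that short RNAs take.

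The table held 23576 rows. The 97 rows of genes linked to donor sex were left out of every step, which left 23479. In 28 rows a spreadsheet had turned the gene symbol into a date; these rows kept their values in the transcriptome background but were matched to no gene, which left 1 Group 1 member (MARCH2) without a value. Gene lists, the rule for named genes, the comparisons and all alternatives but those named last below were fixed before the data were examined. The Group 1 and Group 2 lists are those of the study, which defined them on microarray data of other brains and not on these libraries. The other 28 lists hold textbook markers of cell types and gene families. Some lists share members, such as SST, VIP, NPY and CORT in the inhibitory neuron and the neuropeptide list.

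Within each library, the level of a module group was described by the share of all pairs of a group member and a gene outside the module in which the member had the higher FPKM (the rank-sum statistic written as a share, ties counted as 0.5), and by the percentile of the group's median among the medians of 10000 random lists of the same size. A 95% interval was taken from 2000 resamples of the member genes; it covers the choice of genes and no replicate error. Between regions, differences were taken on log2(FPKM + 1), which understates the change of low genes. A gene was called higher or lower in AMY when it differed over 2-fold on that scale from BA9 and from BA40, among the 12702 genes with FPKM of at least 1 in at least 1 library. A gene list was described by its members' median difference, by the percentile of that median among 10000 random lists of the same size matched on mean level in 20 bins, and by its number of called members. As each region has 1 library of 1 donor, no test between regions was possible, no p-value is given, and genes were not treated as replicates.

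Named genes are LRP2, DYNLL1 and BCAS1, which the study singles out; in each module group the 3 members with the highest mean and the 3 with the largest absolute difference between AMY and cortex; the 12 genes farthest above and the 12 farthest below both cortical areas in AMY; the 5 farthest apart each way between BA40 and BA9; and in each other list up to 4 members with the largest absolute difference between AMY and cortex. Genes whose symbol begins with a prefix common among short or unnamed transcripts (such as LOC, MIR, SNOR or RNU), and mitochondrial genes, were left out of the 12 and the 5; short RNAs with other symbols, among them SNAR-B1 and RNA5-8S5, stayed in. Not every gene picked by the rule is named in the text or drawn. Genes named outside the rule are said to be so. Coordinates are those of GENCODE release 44 lifted to GRCh37, the same assembly as hg19; 11229 of the 12702 genes (88.4%) were matched to it by symbol, and transcript GC content and exonic length were taken from it.

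Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. The calls were tested on simulated data made from the real levels of the genes, with 200 genes changed. The changed genes were drawn from those with a level of at least 5, and all 3 libraries shared the same levels apart from small random noise. The simulation thus held no offset between libraries, no trend with abundance and no change of lower genes. Its rates do not cover these features of the real data. Of genes set 3-fold higher in AMY, 99.5% were called among 12145 genes, and of genes set 3-fold lower, 95.0% among 12117. For BA40 against BA9, 100% of genes set 3-fold higher and 97.0% of those set 3-fold lower were called among 12130. Of genes changed 1.5-fold in AMY, 0 were called, which is the design of the 2-fold threshold. The alternatives were pseudocounts of 0.1 and 5, other filters on low values, fold thresholds of 1.5 and 3, other backgrounds, each cortical area alone as the reference, and 3 rescalings of the libraries (by the upper quartile, by the median ratio to the geometric mean, and to an equal sum as in TPM). Removal of the trend with abundance and of the trend with GC content, and the other pseudocounts and scalings for single named genes, were added after seeing the data.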

Results

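The data were FPKM values of 23479 genes in 3 brain regions of 1 donor: BA9 and BA40, which are areas of the prefrontal and the parietal cortex, and AMY, the amygdala. Each region had 1 library, so that no difference between regions has a replicate check, and every value given here describes these 3 libraries. The sum of FPKM was 536438 in BA9, 356738 in BA40 and 238213 in AMY. FPKM reached 1 in 12122 genes in BA9, 11730 in BA40 and 11666 in AMY. The read depth is unknown, since only FPKM was analysed.

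The first comparison addressed how strongly the 2 parts of a synaptic, autism-associated protein interaction module were expressed in neuron-rich regions. In the study, Group 1 holds module genes that prefer the corpus callosum and Group 2 holds those expressed throughout the brain. The study split them by relative level across brain sections, and Group 2 was the part elevated in regions that include neuron-rich ones. A higher level of Group 2 than of Group 1 in such regions may thus partly follow from how the lists were made. The corpus callosum was not analysed here. Group 2, which contains glutamate receptors, neurexins and postsynaptic scaffold proteins, lay far above the transcriptome in all 3 regions. Its median FPKM was 12.1 in BA9, 9.56 in BA40 and 8.82 in AMY, against 1.13, 0.985 and 0.967 for the 23361 genes outside the module. Group 1 lay only moderately above it, with medians of 2.37, 1.97 and 2.33. All 63 Group 2 members had FPKM of at least 1 in BA9 and in BA40, and 60 had it in AMY, while 35, 35 and 36 of the 55 Group 1 members did.

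A Group 2 member exceeded a gene outside the module in 84.2% of pairs in BA9 (95% interval over resampled members 81.3 to 87.1), 83.9% in BA40 (80.7 to 87.0) and 83.4% in AMY (79.8 to 86.8). For Group 1 the shares were 60.6% (54.2 to 67.1), 61.0% (54.4 to 67.6) and 63.1% (56.5 to 69.5). The Group 2 median lay above all 10000 random lists in each region. The Group 1 median lay at percentile 92.2 in BA9, 92.4 in BA40 and 98.8 in AMY, and thus inside the central 95% of random lists in both cortical areas. Group 2 members exceeded Group 1 members in 78.7% of pairs in BA9, 77.7% in BA40 and 75.04% in AMY, and the ratio of the medians was 5.08, 4.84 and 3.78. When list and background were limited to genes with FPKM of at least 1, the Group 1 shares in BA9 and BA40 were 52.0% and 51.9%, close to the 50% of equal levels.

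**Figure D1:**
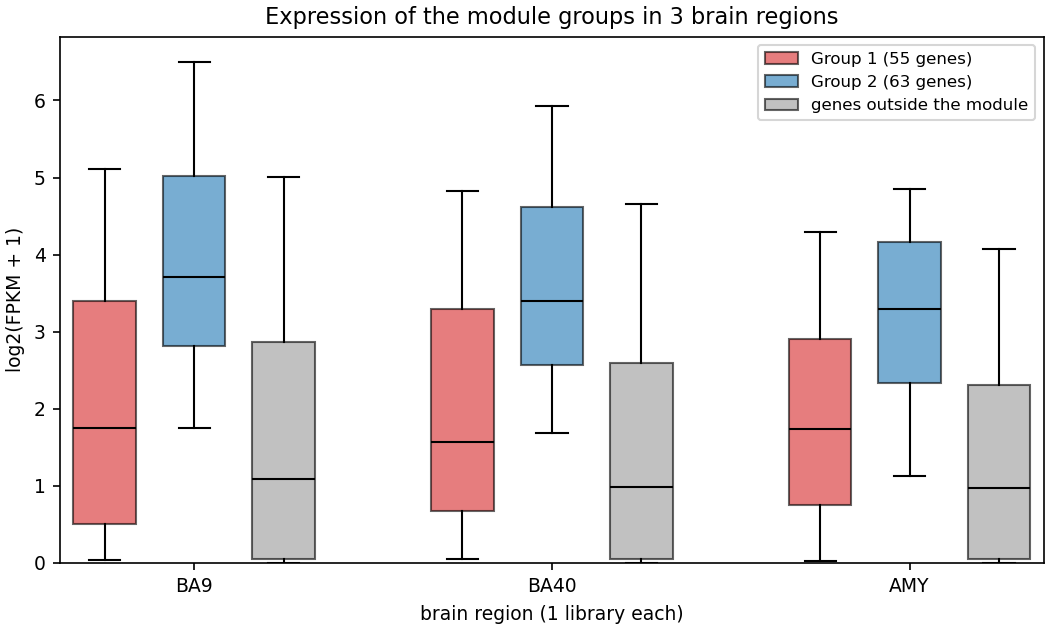
Expression on the log2(FPKM + 1) scale (vertical axis) of Group 1 (red), Group 2 (blue) and the genes outside the module (gray) in each region (horizontal axis); boxes span the quartiles over genes, the line is the median and whiskers reach from the 5th to the 95th percentile. Group 2 medians are 3.71, 3.40 and 3.30 in BA9, BA40 and AMY, above the Group 1 medians of 1.75, 1.57 and 1.74.

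The genes singled out by the study differed widely in level. DYNLL1, a light chain of the dynein motor on chromosome 12 (120907653 to 120936296, GRCh37 as for all positions below), was among the 3 highest Group 2 members, with FPKM of 148 in BA9, 96.4 in BA40 and 43.2 in AMY. LRP2, the endocytic receptor megalin on chromosome 2 (169983619 to 170219044), stayed below FPKM of 1, at 0.301, 0.610 and 0.997. BCAS1, on chromosome 20 (52553316 to 52687133) and known from myelin-forming cells, had 5.44, 13.2 and 20.8. Its AMY value lay slightly above the bound that the study gave for neuron-rich regions, which is quoted further below. The highest Group 1 members were DTNA (dystrobrevin alpha) at 83.3, 79.0 and 80.6, the calcium pump ATP2B2 at 94.0, 69.5 and 14.6, and SDCBP at 43.7, 32.1 and 16.6. In Group 2, the kinase CAMK2A had 168, 152 and 97.7 and the AMPA receptor gene GRIA2 had 123, 82.8 and 54.4. The 3 members of each group farthest apart between AMY and cortex were lower in AMY. Among them were ATP2B2, the sodium channel gene SCN1A (25.9, 21.8 and 4.77) and GUCY1A2 (21.3, 14.7 and 3.79) in Group 1, and GRIA4 (59.8, 44.5 and 8.71) and GRIN2A (55.7, 41.0 and 13.6) in Group 2.

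The 2 cortical areas resembled each other more than either resembled AMY. Across the 23479 genes, which are not independent replicates, Pearson's correlation of log2(FPKM + 1) was 0.964 between BA9 and BA40, 0.933 between AMY and BA9 and 0.935 between AMY and BA40; Spearman's was 0.978, 0.955 and 0.959. As deposited, values were lower overall in AMY: the median gene differed by −0.52 (log2) from BA9, −0.27 from BA40 and −0.39 from the mean of both, and BA40 differed by −0.26 from BA9. The distance from cortex grew with the level of the gene. It was −0.25 (median log2 ratio of FPKM) for genes with mean FPKM of 1 to 3, −0.55 for 3 to 10, −0.84 for 10 to 30, −0.99 for 30 to 100 and −1.05 for 100 and up.

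**Figure D2:**
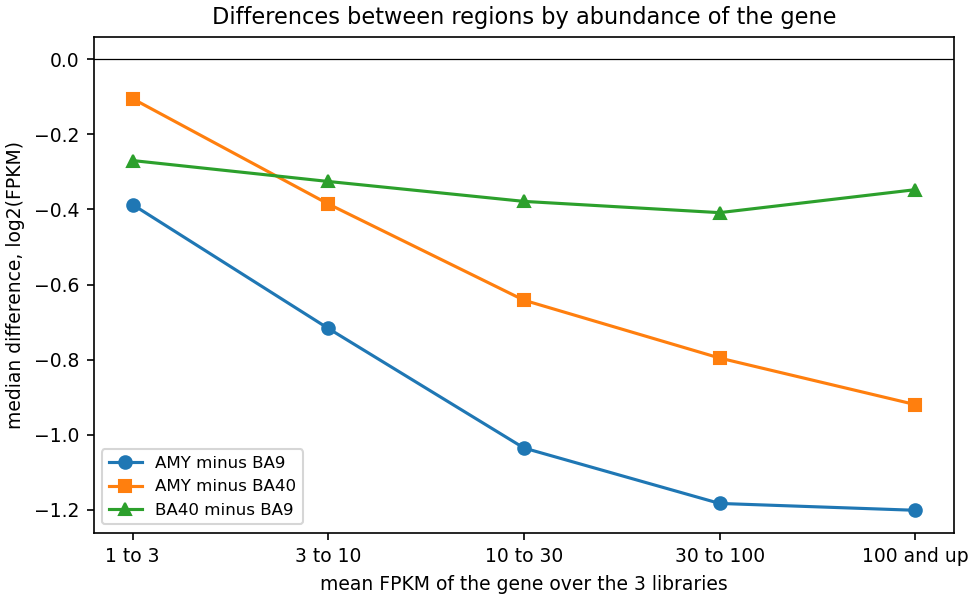
Median log2 difference of FPKM between libraries (vertical axis) for genes in 5 classes of mean FPKM (horizontal axis). AMY minus BA9 (circles) goes from −0.39 in the lowest class to −1.20 in the highest, AMY minus BA40 (squares) from −0.11 to −0.92, and BA40 minus BA9 (triangles) stays between −0.27 and −0.41.

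The second comparison, between AMY and both cortical areas, gave several myelin genes among those farthest above cortex and, among those farthest below, PVALB and CALB1 of the inhibitory neuron list and PCP4 of the cortical layer list. MAG, a myelin adhesion protein on chromosome 19 (35783028 to 35804710), had FPKM of 2.25 in BA9, 2.14 in BA40 and 13.1 in AMY. TF (transferrin), an iron carrier made by oligodendrocytes, had 10.2, 11.6 and 46.5. RGS4, a regulator of G protein signaling on chromosome 1 (163038565 to 163046592), had 185, 114 and 5.57. The long noncoding RNA LINC00507 on chromosome 12 (128399252 to 128444573) had 24.7, 15.9 and 0.0401.

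On the log2(FPKM + 1) scale, which understates changes of low genes, 115 genes were over 2-fold higher in AMY than in both areas and 1170 were over 2-fold lower, so that 8.95% of the called genes were higher. That split rests on the scaling of the libraries. It was 413 higher and 461 lower (47.3% higher) with median-ratio scaling, 568 and 352 (61.7%) with upper-quartile scaling, and 848 and 208 (80.3%) on the TPM scale. The TPM scale is set by the FPKM sum. BCYRN1 and genes with symbol prefixes of short or unnamed transcripts held 64.6% of it in BA9, 58.0% in BA40 and 57.7% in AMY. On that scale the median of all genes was 0.27 higher in AMY than in cortex. Each rescaling raised AMY relative to BA9 and to BA40, so that no gene called higher as deposited could lose its call. That all 115 kept it with median-ratio scaling is thus no test. Only calls of lower genes were at risk, and 461 of the 1170 kept theirs with median-ratio scaling. As the split depends on the scaling, differences of gene groups are given beside those of lists matched on level. The 24 genes farthest apart kept their call under every scaling, which tests only those called lower.

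**Figure D3:**
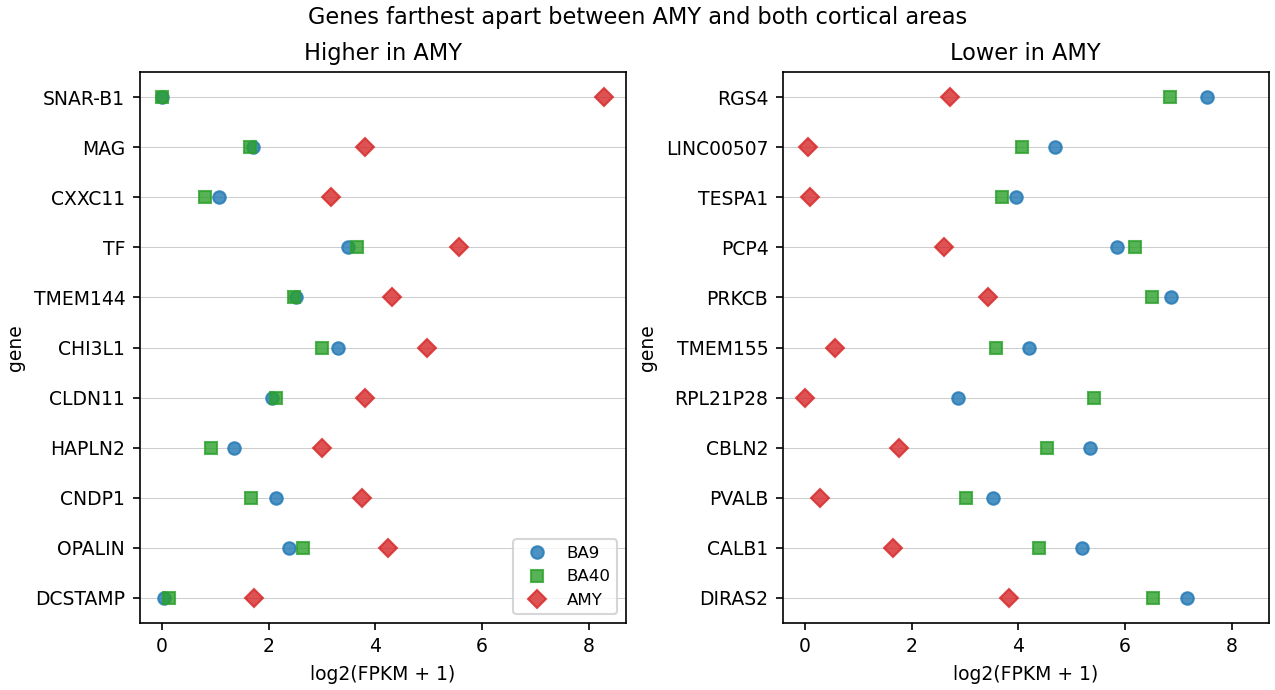
Expression on the log2(FPKM + 1) scale (horizontal axis) in BA9 (circles), BA40 (squares) and AMY (diamonds) of genes among the 12 farthest above (left) and the 12 farthest below (right) both cortical areas in AMY, 1 library each. MAG reaches FPKM of 13.1 in AMY, and RGS4 falls from 185 in BA9 to 5.57 in AMY.

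Among the 12 genes farthest above cortex in AMY, MAG, TF, CLDN11 (3.19, 3.38 and 12.9 in BA9, BA40 and AMY), HAPLN2 (1.54, 0.902 and 7.04), CNDP1 (3.43, 2.18 and 12.5) and OPALIN (4.25, 5.22 and 17.9) belong to the list of mature oligodendrocyte and myelin genes. Outside that list were TMEM144 (4.72, 4.56 and 18.9), CHI3L1 (8.86, 7.01 and 30.4), which encodes a secreted glycoprotein of inflamed tissue, CXXC11 (1.11, 0.758 and 7.98), DCSTAMP (0.0282, 0.0938 and 2.30) and SNAR-B1, a short noncoding RNA of a multicopy family that was listed at 0 in both cortical areas and at 309.8 in AMY. Among the 12 farthest below, besides RGS4 and LINC00507, PVALB (10.5, 7.14 and 0.212) and CALB1 (35.4, 19.9 and 2.14) encode calcium-binding proteins of interneurons, PCP4 (56.7, 72.0 and 5.12) marks deep cortical layers, and PRKCB (115, 90.4 and 9.83) is a protein kinase C gene. TESPA1 had 14.6, 11.9 and 0.0652, TMEM155 had 17.3, 10.9 and 0.471, CBLN2 had 39.8, 22.2 and 2.41, and DIRAS2 had 142, 90.6 and 13.1. RPL21P28, at 6.30, 42.0 and 0.0028, is a ribosomal protein pseudogene, a class with near-identical copies elsewhere in the genome and uncertain FPKM.

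Myelin genes stood apart as a group. Of the 22 measured members of the mature oligodendrocyte and myelin list, 16 were over 2-fold higher in AMY and 0 were lower. Their median difference from cortex was 1.49, against −0.48 for matched lists, and it lay above all 10000 of them. The 7 oligodendrocyte precursor genes had a median of 0.68 against −0.39, again above all matched lists, with VCAN at 6.34, 7.56 and 12.9 and GPR17 at 1.89, 2.28 and 3.93 in BA9, BA40 and AMY, with 0 over 2-fold as deposited, 4 with median-ratio and with upper-quartile scaling and 5 on the TPM scale. The 19 astrocyte genes had a median of 0.13 against −0.88, above all matched lists, with 0 called either way as deposited and 5 higher with median-ratio scaling. SOX9 had 11.8, 10.1 and 21.7 and FGFR3 had 10.4, 10.01 and 20.1, while the gap junction gene GJB6 had 15.8, 13.8 and 7.55. The 10 microglia genes, at −0.09 against −0.21 (percentile 76.9), lay within the matched range. P2RY12 had 1.69, 2.49 and 1.08.

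Genes of vessels and meninges went both ways. The 15 endothelial and mural genes had a median of 0.11 against −0.35 (percentile 99.8), yet the smooth muscle genes TAGLN (16.3, 21.6 and 2.08), ACTA2 (10.4, 19.5 and 1.49) and MYH11 (3.73, 8.15 and 0.480) were over 2-fold lower in AMY under every scaling, and with only the 7 members of FPKM of at least 5 the list lay 0.28 below its matched lists. The 6 meningeal fibroblast genes, such as DCN (10.7, 10.4 and 3.67) and IGF2 (3.86, 8.13 and 0.833), had a median of −1.21 against −0.20, below all matched lists; 5 were lower as deposited and 0 under each of the other scalings. The 3 measured hemoglobin genes of the red blood cell list had a median of −0.54 against −0.79 (percentile 73.8), with HBB at 32.2, 49.1 and 27.0. Of the ependymal and choroid plexus list, 2 members were measured, AQP1 (3.41, 3.90 and 10.2) and TTR (1.40, 3.48 and 3.65), with a median of 0.88 against −0.35 (percentile 99.2).

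The medians of the 3 neuronal lists were lower in AMY, and of these the inhibitory one lay outside the central 95% of its matched lists. Of 15 inhibitory neuron genes, 7 were over 2-fold lower and 0 higher, and their median of −1.09 lay below all 10000 matched lists, whose median was −0.41. GAD1 (33.0, 18.7 and 5.11) and GAD2 (17.7, 8.51 and 1.49), which make GABA, were among them. The 15 pan-neuronal genes had a median of −1.18 against −0.85 (percentile 4.18) with 8 lower, and the 10 excitatory neuron genes −1.05 against −0.71 (percentile 5.12) with 5 lower, so that both lay near the edge of, but within, the central 95% of matched lists. SNAP25 had 838, 636 and 181, SYT1 had 325, 230 and 62.1, and CHN1 had 481, 328 and 93.7. These 3 medians kept their sign under every scaling, and were −0.55, −0.31 and −0.22 on the TPM scale for the inhibitory, pan-neuronal and excitatory list, with 5, 3 and 2 members still lower. The 19 cortical layer genes lay at −0.79 against −0.45 (percentile 0.84) with 7 lower, including CUX2 (7.95, 7.51 and 1.23) and RXFP1 (10.8, 4.35 and 0.377), and on the TPM scale their median was close to 0 against 0.27 for all genes, with 2 higher and 5 lower.

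Among receptor families, GABA receptors lay lowest. Of 14 measured, 9 were over 2-fold lower and 1 higher as deposited (4 and 1 with median-ratio, 3 and 1 with upper-quartile scaling, 2 and 1 on the TPM scale), with a median of −1.35 against −0.72 (percentile 0.05); GABRB2 had 104, 76.0 and 17.0. Glutamate receptors had a median of −0.86 against −0.54 (percentile 1.46) with 4 of 22 lower, and monoamine receptors −0.60 against −0.23 (percentile 0.13) with 3 of 16 lower, including the serotonin receptor gene HTR2A (26.2, 19.5 and 4.86). On the TPM scale, where the median of all genes was 0.27, 2 glutamate receptors were higher and 1 lower (median −0.03) and 1 monoamine receptor was higher and 1 lower (median −0.08), so that both medians stayed below that of all genes. Without the filter on low values the monoamine list lay at −0.03 from its matched lists. Neuropeptide genes had −0.85 against −0.26 (percentile 0.01), with TAC1 (7.04, 4.74 and 1.02) and ADCYAP1 (3.81, 3.39 and 0.423) among the 5 of 15 that were lower; 1 was higher. With median-ratio scaling 2 were higher and 3 lower, with upper-quartile scaling 2 and 2, and on the TPM scale 3 and 2 (median −0.45). Neuropeptide receptors lay within the matched range (−0.43 against −0.32, percentile 21.4), and the opioid receptor gene OPRM1 had 1.74, 1.66 and 4.43.

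The module groups themselves differed in their place among matched lists. Group 1 had a median difference of −0.13 against −0.42 (percentile 99.7), with 0 of 37 measured members called higher and 4 lower. Group 2 had −0.64 against −0.60 (percentile 31.7), with 0 of 63 higher and 11 lower. On the TPM scale, 8 Group 1 members were higher and 3 lower, and 4 Group 2 members were higher and 1 lower. Postsynaptic scaffold genes (−0.64 against −0.62, percentile 45.2), neurexins and neuroligins (−0.63 against −0.65, percentile 53.4) and exocyst genes (−0.72 against −0.62, percentile 29.2) lay at their matched levels. These lists share many members with the module groups, such as DLGAP1, NRXN3 and EXOC4, and are not independent of them. Within the scaffold list, SHANK1 on chromosome 19 (51162512 to 51223059) was over 2-fold higher in AMY as deposited, at 4.71, 5.41 and 13.2. The rescalings, which all raise AMY relative to cortex, could not remove that call. DLGAP1 (63.4, 52.2 and 17.1) was lower as deposited and not called on the TPM scale.

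**Figure D4:**
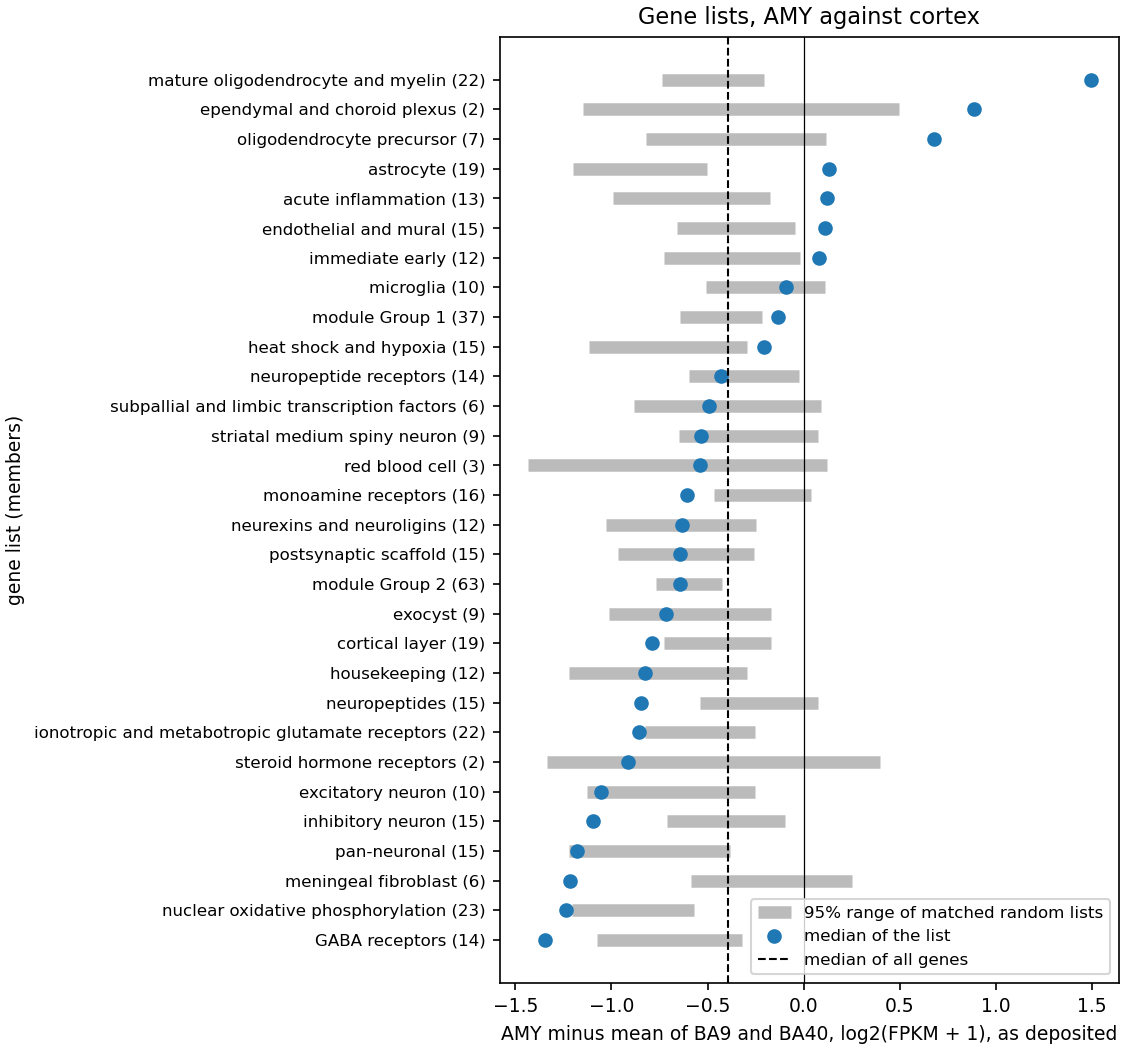
Median difference between AMY and the mean of both cortical areas on log2(FPKM + 1), as deposited (horizontal axis), for 30 gene lists with their number of measured members (vertical axis). Dots are the list medians, gray bars the central 95% of random lists matched on level and the dashed line the median of all genes (−0.39); the myelin list lies at 1.49 and the GABA receptor list at −1.35.

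The third comparison, between the 2 cortical areas, gave few differences. As deposited, 61 genes were over 2-fold higher in BA40 than in BA9 and 65 were lower (48.4% higher); with median-ratio scaling these were 77 and 37 (67.5%), and on the TPM scale 103 and 31 (76.9%). Without symbol prefixes of short or unnamed transcripts, 9 of the 61 and 45 of the 65 remained, and 22 and 21 with median-ratio scaling. Of the named genes, the myelin genes MBP (158 in BA9 and 562 in BA40) and MOBP (9.00 and 29.9) were higher in BA40, while MAG (2.25 and 2.14) was not. The myelin list had a median of 0.22 for BA40 minus BA9 against −0.28 for matched lists, above all 10000 of them, with 2 of 22 members over 2-fold higher. Microglia genes had 0.15 against −0.19, again above all matched lists, with 0 of 10 over 2-fold. Neuropeptide genes (−0.49 against −0.21) lay below all matched lists and inhibitory neuron genes (−0.50 against −0.26) at percentile 0.01. Both module groups lay at matched levels, Group 1 at −0.24 against −0.27 (percentile 78.1) and Group 2 at −0.34 against −0.32 (percentile 19.1).

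On the other side, 3 genes known as products of the liver were far higher in BA9. ALB (albumin) on chromosome 4 (74262831 to 74287199) had FPKM of 12.9 in BA9, 0.0945 in BA40 and 0.0900 in AMY, ORM1 had 17.1 in BA9, 0.0263 in BA40 and was listed at 0 in AMY, and HP (haptoglobin) had 6.65, 0.176 and 0.133. The remaining named genes of this comparison are poorly defined in such data. RNA5-8S5 (134 and 4545 in BA9 and BA40) is a ribosomal RNA, RPL21P28 a pseudogene, P2RX6P (5862 in BA9) and DEFB109P1 (22.7 in BA9) are pseudogenes listed at 0 in BA40, and the histone gene H3F3A, which all cells use and which has close copies, was listed at 0 in BA9 and at 7.94 in BA40.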

Values the study reported

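The study assigned 56 of the 119 module genes to Group 1 and 63 to Group 2. It reported that Group 2 was highly expressed in all tissues sequenced (P < 8e-7, rank-sum test) and that Group 1 stood most clearly above the transcriptome in the corpus callosum (P < 1.6e-6). In the corpus callosum, DYNLL1 and BCAS1 were reported with FPKM above 130, and BCAS1 with FPKM below 20 in the neuron-rich regions. For its replicate libraries of corpus callosum, the study gave a median Pearson coefficient of 0.95.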

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

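No paired analysis was possible because each region has 1 library of the same donor and no test was made. The resampling intervals cover the choice of member genes only, and depth, which is unknown, sets no bound here. No region could be compared without its only library, while each cortical area was also used alone as the reference. The trends with abundance and with GC content, and the settings for single named genes, were examined after seeing the data. With list and background limited to FPKM of at least 1 in the library, the share of pairs in BA9, BA40 and AMY was 52.0%, 51.9% and 55.9% for Group 1 against the transcriptome, 69.3%, 67.7% and 70.1% for Group 2, and 66.5%, 64.99% and 65.4% for Group 2 against Group 1; this filter removes low members by construction. The other 21 values of the levels, 54.7% to 84.8%, stayed inside their intervals. Genes higher and lower in AMY numbered 281 and 1855 with a pseudocount of 0.1, 31 and 472 with 5, 568 and 352 with upper-quartile scaling, 413 and 461 with median-ratio scaling, 848 and 208 on the TPM scale, 445 and 261 with the abundance trend removed, 294 and 378 with the GC trend removed (among the 11229 genes with GC content, which had 100 and 1053 before), 429 and 3361 at 1.5-fold, and 25 and 240 at 3-fold. Genes higher in BA40 than in BA9 numbered 94 with a pseudocount of 0.1, 103 on the TPM scale and 111 at 1.5-fold. Genes lower in BA40 numbered 165 and 27 with pseudocounts of 0.1 and 5, 36, 37 and 31 with upper-quartile, median-ratio and TPM scaling, 38 and 30 with the abundance and the GC trend removed (49 before among the genes with GC content), and 892 and 28 at 1.5-fold and 3-fold. Without the filter on low values the counts cannot differ, as a gene below FPKM of 1 cannot pass 2-fold with a pseudocount of 1. Of the list shifts relative to matched lists, the inhibitory neuron list lay at −0.40 with a pseudocount of 5. The myelin list lay at 2.35 and 1.31 with pseudocounts of 0.1 and 5, 2.19 with FPKM of at least 5, 2.22 and 1.65 with BA9 or BA40 alone as the reference, and 2.13 with the abundance trend removed. The endothelial and mural list reversed with FPKM of at least 5 (−0.28, 7 members left). Beyond these, 59 values of the 6 main lists for AMY against cortex stayed inside their intervals. Of the other lists for AMY against cortex, taken with all lists for BA40 against BA9, 493 values stayed inside and 40 moved out. Named genes were taken relative to the median of all genes: 900 values stayed within 1.5-fold and 73 moved, with 0 reversed. Subtracting matched lists or that median largely takes out a rescaling, so these counts say little about scaling. Calls of single genes did change with it, as given above. Correlations for BA9 with BA40, AMY with BA9 and AMY with BA40 were 0.973, 0.950 and 0.953 with a pseudocount of 0.1, 0.983, 0.900 and 0.908 with FPKM of at least 1 in both, and 0.992, 0.947 and 0.956 without genes above FPKM of 50. Where not stated, the cause was not tested.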

Other observations

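Several gene groups that belong to no main comparison also stood apart in AMY. Genes of acute inflammation had a median difference from cortex of 0.12 against −0.59 for matched lists (percentile 99.95, 13 members). Besides CHI3L1, the adhesion receptor gene CD44 (3.27 in BA9, 3.56 in BA40 and 9.44 in AMY) was over 2-fold higher as deposited. The rescalings, which all raise AMY relative to cortex, could not remove that call. The chemokine gene CCL2 had 33.3, 28.6 and 61.4, whereas S100A8 (32.3, 49.1 and 10.3), a gene of neutrophils and monocytes, was lower as deposited. With the trend with GC content removed, 49.6% of that list's shift relative to all genes remained (0.26 of 0.52). Immediate early genes had 0.08 against −0.37 (percentile 99.4), with JUN at 31.1, 25.2 and 37.8, and 0 of 12 called; 0.30 of their shift of 0.48 relative to all genes remained with the GC trend removed. Heat shock and hypoxia genes had −0.21 against −0.73 (percentile 98.99), with the chaperone cofactor gene BAG3 at 12.1, 13.9 and 28.6 but HSPH1 at 60.7, 52.3 and 19.3; 3 of 15 were lower as deposited, while 6 were higher and 0 lower on the TPM scale. Nuclear genes of oxidative phosphorylation had −1.24 against −0.91 (percentile 1.67) with 12 of 23 lower as deposited and 0 on the TPM scale, and COX7C had 612, 464 and 143.

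Of transcription factors of subpallial and limbic regions (−0.49 against −0.40, percentile 33.8), NR2F2 had 1.41, 1.57 and 5.53. It was over 2-fold higher in AMY as deposited, a call that the rescalings could not remove. LMO3 had 127, 76.2 and 46.2, and ZIC1 had 11.6 in BA9, 2.88 in BA40 and 1.52 in AMY. The medium spiny neuron list (−0.54 against −0.30, percentile 9.04) held TAC1 and GPR6 (4.96, 3.84 and 0.206), which were lower, and PDYN (1.47, 0.557 and 3.17), which was not called as deposited and was higher under the other 3 scalings. Steroid hormone receptors had 2 measured members, NR3C1 (14.9, 11.96 and 5.26) and NR3C2 (6.96, 5.25 and 3.55), with a median of −0.92 against −0.52 (percentile 12.7). Housekeeping genes lay at −0.83 against −0.78 (percentile 41.7), and their median was 0.05 on the TPM scale. In BA40 against BA9, the hemoglobin genes had a median of 0.88 against −0.36 (percentile 99.98), with HBA1 at 8.59 and 19.6.

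The patterns below were examined further, after the main results had been seen. The tests of a single factor, of fewer neurons, of the other cell types and of blood were chosen after the values they use had been seen. The tests of GC content, transcript length and liver RNA were written before the values they use had been seen.

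The first pattern is the deficit in AMY that grew with the level of a gene. A single scaling factor for the library would move genes of all levels alike, and so cannot by itself give a deficit that grows with level. The median log2 ratio of genes with mean FPKM of 100 and up lay −0.50 from that of genes at 3 to 10. That gap restates the pattern and is no independent evidence. GC content and transcript length do not account for the growth with level either. Of a like gap, 99.3% remained once the trend with GC was removed and 82.4% once that with exonic length was. AMY values still followed GC content (correlation across genes 0.29). The median log2 difference between AMY and cortex was −0.85 for genes with GC content up to 37.5% and −0.20 for genes from 59.9%. For BA40 minus BA9 these medians were −0.34 and −0.35. The test thus covers the growth with level only and does not exclude a GC bias in the AMY library. Fewer neurons in the tissue block stays open: the astrocyte list, whose members are abundant, had a median of 0.13 against the −0.88 of matched lists, and the inhibitory neuron list lay below all its matched lists, but the pan-neuronal (percentile 4.18) and excitatory (5.12) lists lay within the central 95% of theirs. Matched lists left out only the members of the list itself and could hold other neuronal genes. A place within their range thus says little against fewer neurons. With 1 block per region, a biological difference between AMY and cortex is likewise untested.

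The second pattern is the excess of myelin transcripts in AMY. A lower share of neurons alone would raise the markers of all other cell types alike, but the myelin list exceeded the astrocyte list by 1.36 (95% interval over resampled genes 0.94 to 1.53), the microglia list by 1.59 (1.27 to 1.85) and the oligodendrocyte precursor list by 0.81 (0.64 to 1.03). These differences do not allow for the trend with level. Relative to matched lists, the shifts were 1.97 for myelin, 1.01 for astrocyte, 0.12 for microglia and 1.07 for oligodendrocyte precursor genes. Part of the gap to astrocyte genes thus follows that trend. The scale also understates changes of low genes such as those of microglia. GC content does not account for the myelin excess, as 98.4% of the shift relative to all genes remained once the GC trend was removed. White matter taken with the AMY block and a higher content of oligodendrocytes in the amygdala itself cannot be told apart. Both would raise the median of the list, which was 1.49, and there is 1 block per region.

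The third pattern is the presence of transcripts of liver plasma proteins in BA9. From a list of 36 other liver genes written before their values were seen, 25 (69.4%) were over 2-fold higher in BA9 than in both other libraries on the FPKM + 0.1 scale, and 0 were so in BA40 or in AMY. Of the 25, 5 were listed at 0 in both other libraries, so that their call rests on the added 0.1, and 20 were not; 3 of the 36 reached FPKM of 1 in BA40 or AMY. Examples, chosen after their values were seen, are APOA2 (4.51 in BA9, 0.0507 in BA40 and 0.0525 in AMY), SAA1 (4.34 in BA9, listed at 0 in the others) and FGA (3.76, 0.00834 and listed at 0), next to ALB at 12.9 and ORM1 at 17.1, whereas 11 of the 36 did not pass, among them RBP4, the most abundant (13.7, 9.53 and 2.82), and CPS1 (0.619, 0.331 and 0.626). Blood in the block argues poorly for it, since the hemoglobin genes were higher in BA40 by a median of 0.88. A small amount of RNA or library material from liver in the BA9 library is thus a candidate source. Where it entered cannot be seen from these values.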
